A study of Mus musculus with 24 samples.

How the data were processed

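RNA was extracted with a column kit and made into Illumina libraries from total RNA, per the labels' protocols. The labels state no aligner, counting tool, genome build, annotation release, strandedness or filter. The deposited table held whole-number read counts per gene for 24 libraries, with 1 column per library and replicates not pooled. Each of the 24 count columns was matched to its library through the sample description in the labels, and 0 columns were left unmatched. The counts were used as deposited by the authors, without any earlier normalization. Because the counting was not stated to use strand, reads of overlapping or antisense genes, and of near-identical gene copies, may have been divided differently from the true origin.

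The table listed 47069 Ensembl mouse gene identifiers, of which 46488 were matched to a gene name in the GENCODE M21 annotation (GRCm38 assembly). At most 0.0638% of a library's counts fell on unmatched identifiers. Coordinates in the text come from that annotation and were not stated by the authors. The total count ranged from 14694900 to 23755245 per library, and 16532 to 17937 genes had at least 1 count. The 10 most abundant genes took 4.58% to 6.80% of the counts. TMM scaling factors lay between 0.932 and 1.04. The 24 pairs of replicates within groups had chi-square values of 11.6 to 109 per degree of freedom, so none of them agreed within sampling noise, and each library was counted as 1 replicate.

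Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the group as design, which left 13419 genes. One quasi-likelihood model (glmQLFit with robust estimation, then glmQLFTest) was fitted to all 24 libraries with a coefficient for each of the 8 groups, so that every comparison shared 1 estimate of the spread with 16 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over the 13419 genes, and an adjusted p under 0.05 counted as a change. Tests of single genes were two-sided. The standard errors given with log2 fold changes were derived from the quasi-likelihood F statistic. Group means and SDs are TMM-normalised CPM, the counts scaled to a common library total. In all 10 contrasts were tested. They were miR-125b against control at each of the 4 conditions, withdrawal against continued doxycycline in each arm, day 10 against day 2 in each arm, and the interactions of the miR-125b effect with withdrawal and with time.

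The labels gave the same replicate numbers 1 to 3 in every group but did not say what a number shares. The check for pairing correlated the deviations of the libraries from their group means across genes. All 84 pairs of libraries with the same number in different groups had a correlation above 0.1, from 0.163 to 0.781 with a median of 0.475, whereas pairs with different numbers had a median of -0.304. The first principal component held 32.7% of the variance, and the replicate number explained 86.9% of it. By this check the replicate numbers pair the libraries. The fit without the block had been written down as the main one before the data were examined, and the fit with the replicate number as a block was an alternative. Its value is given where it changed the call of a comparison or list, or moved a count of called genes by more than 1.5 times. For named genes it is given only in part. The common dispersion was 0.0591 without the block and 0.0169 with it.

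Named genes followed a rule written before the data were examined. Gata1, Arid3a and the miR-125b genes and host genes were always to be reported. The host gene Mir100hg was among them but was not examined, and Mir125a was added outside the rule. For each miR-125b comparison, and for withdrawal and its interaction, up to 3 rising and 3 falling genes were named. They had to have an adjusted p under 0.05, an average log2 CPM of at least 2 and compared groups that did not overlap, and were taken by the largest fold change. Of the genes the rule named, 1 is not reported here. Up to 4 changed members of each of 7 gene lists were added. Those lists, also written before the data were examined from general knowledge, held miR-125b targets from the literature, megakaryocyte genes, erythroid genes, stem and progenitor genes, granulocyte, macrophage and mast cell genes, proliferation genes and p53 target genes. The target and p53 lists share 2 genes, Bbc3 and Trp53inp1. Each list was tested in 5 contrasts with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 35 tests. The tests were repeated with fry, with an estimated correlation and with the block.

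The seed match analysis used the longest annotated 3′ UTR of each gene. Transcripts were not filtered by type or expression, so that 3′ UTR may not belong to the main form of a gene. The median log2 fold change of genes with at least 1 CTCAGGG, the 7-base match to the miR-125b seed, was compared with that of genes without it. The difference was ranked among the same difference for all 420 distinct permutations of the 7 bases, itself included, and the one-sided permutation p was the rank divided by 420. The values were adjusted over 5 comparisons. Genes that rose or fell at day 10 were followed as 2 sets in the day 13 libraries with the directional fry test. Genes with all libraries of a group at 3 counts or fewer were treated as being at the floor, and a fold against such a group is given as a lower bound computed at 3 counts. Intervals and floors cover counting error only, since the reads carried no stated molecular identifiers.

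The alternatives fixed beforehand were DESeq2 size factors in the edgeR fit, no filter on low counts, the DESeq2 1.42.0 Wald test, a fit to only the groups of a comparison, the replicate block and leaving out each library in turn. For lists, sets and seed matches they also included other set tests, a fold change minimum, an 8-base site and an expression minimum. Both the newer quasi-likelihood estimate of edgeR (legacy set to FALSE) and a ranking among only the 120 permuted words without CG were added after the data had been seen. The edgeR 4.0.16 default (legacy set to TRUE) was taken as the main setting because the written design did not name the argument, and the counts of genes under both settings had been seen by then. The target list within each arm of day 13, and the enrichment of each word among called genes by one-sided Fisher's exact tests, were also examined after the data had been seen. For the difference of the seed match shift between the day 13 sets, the alternatives were likewise added after the data had been seen. Library thinning to 14694900 counts and removal of GC content and transcript length trends with splines of 5 degrees of freedom served as further checks. The fits without 1 library did not use the replicate block, and they unbalance the replicate numbers between groups. Where a result moved in them, they cannot tell a deviating library from the pairing.

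The edgeR fit was tested on simulated counts for the 13419 genes in which 200 genes were changed, each by 1 on the log2 scale. Without the block it recovered 62% of them with 3 false calls among 127, and with the block 71% with 9 false calls among 151. A seed match shift of -0.10 put into simulated values was found as -0.11 and ranked 1 of 420. Counts were drawn independently for each gene, and smaller changes of single genes were not simulated. The simulation therefore does not show how many smaller changes are found. Nor does it show how the seed match ranks where genes vary together. The short form of GATA1 and the microRNA itself cannot be read from counts summed per gene, and transcript forms were not analysed here.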

Results

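RNA sequencing was carried out on mouse fetal liver cells from embryos of mid-gestation. The cells came from mice that express Cas9 and carried a guide RNA against Gata1, and the labels call them cells with GATA1s, the short form of the transcription factor GATA1 that lacks its amino-terminal part. A second construct carried either miR-125b, a microRNA, or a control sequence. Doxycycline, a drug commonly used to switch on inducible constructs, was given at 1 µg/mL. The 8 groups of 3 libraries each were both constructs at day 2 (48 h of doxycycline), at day 10, at day 13 with continued doxycycline and at day 13 with doxycycline taken away on day 10. Libraries held 14694900 to 23755245 counts. By group the totals ran from 16680705 to 20039006 (miR-125b) and 14694900 to 19934559 (control) at day 2, and from 15845604 to 19374844 and 18767860 to 20502888 at day 10. At day 13 they ran from 17502304 to 20910928 (miR-125b) and 16414818 to 20812371 (control) with continued doxycycline, and from 17120509 to 18612761 and 16877633 to 23755245 after withdrawal. The series title names ARID3A as a target of miR-125b, so Arid3a was examined in each comparison.

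The edited gene and the microRNA were examined first. Gata1 (ENSMUSG00000031162, chromosome X, 7959260 to 7978071, minus strand) had 292 ± 35.9 CPM with miR-125b and 316 ± 54.0 with control at day 2 (SD, n = 3 in each group here and below). At day 10 it had 340 ± 61.5 and 375 ± 121 CPM. None of the 4 miR-125b comparisons changed Gata1, with the lowest edgeR adjusted p at 0.775 for a log2 fold change of -0.45 ± 0.35 (SE) after withdrawal, which ran from -0.77 without miR-125b replicate 2 to -0.083 without control replicate 2. Without single libraries its sign turned at day 2 (0.033 without control replicate 2), day 10 (0.14 without control replicate 2) and day 13 (0.12 without control replicate 2, and 0.0016 without miR-125b replicate 1). Summed gene counts do not separate the short from the full-length form. Mir125b-1, Mir125b-2, the host gene Mir99ahg and Mir125a each had 0 counts in every library, which allows up to 3 counts of a library's total. The presence of the microRNA could therefore not be read from these genes. Mir100hg, the other host gene named in the rule, was not examined.

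Arid3a (ENSMUSG00000019564, chromosome 10, 79927043 to 79955018, plus strand) was lower with miR-125b at day 2, at 34.1 ± 6.56 CPM against 59.7 ± 8.15 in control. Its log2 fold change of -0.81 ± 0.16 (SE) was the change with the lowest p of all genes, but its edgeR adjusted p was 0.632. The replicate block gave an edgeR adjusted p of 0.138. As a single gene named beforehand it had an unadjusted edgeR p of 7.8e-05. DESeq2 was the alternative that moved this result most, with an adjusted p of 0.0323 for -0.81. At day 10 Arid3a stood at 31.8 ± 1.70 against 58.5 ± 11 CPM, a log2 fold change of -0.88 ± 0.16 with an edgeR adjusted p of 0.0230. That call was lost in 4 of the 6 fits that each left out 1 library (miR-125b replicates 1 and 3, control replicates 1 and 3), with adjusted p-values up to 0.173 and fold changes from -0.97 to -0.72. It was also lost in a fit to the 6 day 10 libraries alone (-0.88, adjusted p 0.294), and kept with the replicate block (edgeR adjusted p 0.00458).

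At day 13 the value of Arid3a did not follow the labels of the doxycycline treatment. The libraries labelled miR-125b with continued doxycycline had 52.2 ± 6.15 CPM against 61.0 ± 11.2 in control, and the difference of -0.22 ± 0.16 was within the spread (edgeR adjusted p 0.999). The libraries labelled miR-125b with withdrawal had 31.2 ± 4.45 CPM against 69.5 ± 6.20 in control. There the log2 fold change was -1.15 ± 0.16 with an edgeR adjusted p of 0.00435, and it remained past the threshold in all 6 fits without 1 library (adjusted p 0.00848 to 0.0461), though not in a fit to those 6 libraries alone (-1.16, adjusted p 0.323). With the replicate block the edgeR adjusted p after withdrawal was 0.00119. Arid3a was lower in 3 of 3 replicate pairs in each of the 4 comparisons. The miR-125b effect on Arid3a differed between the sets of libraries labelled withdrawal and continued by -0.93 ± 0.23. That difference had the lowest p of all genes (unadjusted edgeR p 6.1e-04). It did not pass over all genes (edgeR adjusted p 0.9999, and 0.835 with the block). Because this gene is the named target, the day 13 groups are called here by their labels, and each direction between them depends on those labels.

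**Figure D1:**
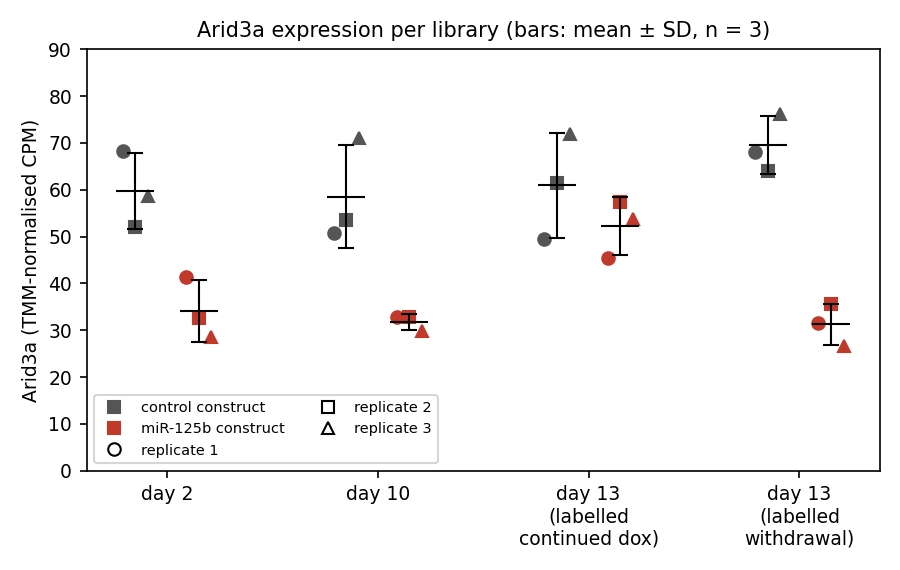
TMM-normalised Arid3a expression in CPM (vertical axis) in each library of the 8 groups, with control in grey and miR-125b in red, symbols for replicates 1 to 3, and bars for the mean ± SD (n = 3). The miR-125b groups had means of 34.1, 31.8, 52.2 and 31.2 from left to right, with the third of these, labelled continued doxycycline, nearest to its control.

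The longest annotated 3′ UTR of Arid3a, 3082 bases, holds 6 seed matches of miR-125b, of which 2 extend to the 8-base site. In GRCm38 the 8-base sites CTCAGGGA lie on the plus strand of chromosome 10 at 79952887 to 79952894 and 79953820 to 79953827. Their surroundings read AGTGGCCTCCTGTGCCTCAGGGATGACAGT and TCCATGGGTAACTGGCTCAGGGATATAGCA. The 7-base matches start at 79952962, 79954056, 79954243 and 79954279. The longest annotated 3′ UTR of Abtb1, another gene named below, has 4273 bases and 1 match. It lies at 88840246 to 88840252 on the minus strand of chromosome 6. The gene runs from 88841984 down to 88835914, so the match is nearer to its start than to its end. Whether the transcript with this 3′ UTR is the main form in these cells was not tested. The longest annotated 3′ UTR of Lactb has 1 8-base site at 66955453 to 66955460 on the minus strand of chromosome 9.

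The comparison at day 2 asked which genes differ 48 h after doxycycline. No gene passed (0 of 13419), while 709 had an unadjusted p under 0.05 where chance gives 671. With the replicate block the count was also 0, with 1229 at an unadjusted p under 0.05. DESeq2 gave 2 genes.

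At day 10, 117 genes differed, 61 higher and 56 lower with miR-125b, and 47 of them by at least 1 on the log2 scale. With the replicate block 1158 genes differed (636 higher, 522 lower, 307 by at least 1), among them all 117. The count depended on single libraries in fits without the block. It was 1 without control replicate 1 or without control replicate 3, 2 without miR-125b replicate 3, 17 without miR-125b replicate 1, 187 without control replicate 2 and 799 without miR-125b replicate 2. A fit to the 6 day 10 libraries alone gave 0 genes. Among the genes named by rule, Mpo (ENSMUSG00000009350, chromosome 11) had 17.8 ± 7.37 CPM with miR-125b against 0.508 ± 0.418, a log2 fold change of 5.10 ± 0.85 with an edgeR adjusted p of 0.0150. H2-Q7 rose by 2.59 ± 0.55, with a value that is uncertain because its family on chromosome 17 has near-identical copies. Of the falling genes the rule named Abhd5 (-1.16 ± 0.25), Ublcp1 (-1.16 ± 0.26) and Ccne1 (-0.92 ± 0.21). Each of these 5 genes changed in the same direction in 3 of 3 replicate pairs and lost its call in 3 or 4 of the 6 fits without 1 library.

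In the libraries labelled day 13 with continued doxycycline, no gene passed (0 of 13419), and 388 had an unadjusted p under 0.05, where chance gives 671. Under the replicate block 855 did, and 2 genes passed. They were Mpo, at a log2 fold change of 5.40 ± 0.68 with an edgeR adjusted p of 0.00447, and Prss34, at 4.74 ± 0.70 with 0.0171. Prss34 falls outside the naming rule and was named after its values were seen. Mpo had 9.95 ± 2.76 CPM with miR-125b against 0.241 ± 0.164 in control.

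In the libraries labelled day 13 with withdrawal, 16 genes differed, 6 higher and 10 lower with miR-125b, and with the replicate block 249 (103 higher, 146 lower), among them all 16. The newer quasi-likelihood estimate gave 31, and a fit to those 6 libraries alone gave 0. Without single libraries the count was 5 in 4 fits (each miR-125b replicate and control replicate 1), 7 without control replicate 2 and 15 without control replicate 3. Mpo rose to 19.6 ± 7.94 CPM against 0.165 ± 0.139, a log2 fold change of 6.93 ± 0.97 with an edgeR adjusted p of 0.00435. Abtb1 (ENSMUSG00000030083, chromosome 6), a member of the target list, fell to 32.4 ± 3.03 from 76.8 ± 17.1 CPM in control, with -1.25 ± 0.18 and an edgeR adjusted p of 0.00435. Mpo, Abtb1 and Arid3a were called in all 6 fits without 1 library. Tspoap1 (-1.39 ± 0.26) and Skp2 (0.54 ± 0.10) also passed with edgeR adjusted p-values of 0.0389 and 0.0259, but lost the call in 5 and 6 of those fits. Each of these 5 genes moved in 1 direction in 3 of 3 replicate pairs. Of the genes called at day 10, 5 were also called here, all 5 in the same direction. With the block there were 98 such genes, 92 of them in the same direction.

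Withdrawal was compared with continued doxycycline within each arm. No gene passed with miR-125b (0 of 13419, with 297 at an unadjusted p under 0.05, and 637 with the block) or with control (0, with 356, and 608 with the block). With the replicate block 7 genes differed between the miR-125b groups. In the libraries labelled withdrawal Abtb1 (-0.85 ± 0.13), Zfp385a (-0.54 ± 0.08), Lin28b (-0.56 ± 0.10) and Tmem123 (-0.39 ± 0.07) were lower, and Cd151 (0.64 ± 0.12), Lamc1 (0.84 ± 0.16) and Rapgef4 (5.08 ± 0.86) were higher. Their edgeR adjusted p-values with the block ran from 0.0132 to 0.0435. The fold of Rapgef4 is uncertain, since its average log2 CPM of -0.82 left few reads in the lower group. In control the block gave 1 gene, Polr2k (-0.66 ± 0.11, edgeR adjusted p 0.0442). Apart from Abtb1 these genes were named after their values were seen. Arid3a differed between the miR-125b groups by -0.74 ± 0.16 (edgeR adjusted p 0.372) and between the control groups by 0.19 ± 0.16 (0.9998). For the interaction of the miR-125b effect with withdrawal no gene passed (0, with fewer genes at an unadjusted p under 0.05 than in either arm, and with the block 0 and 437).

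Time in culture was compared within each arm. From day 2 to day 10 no gene changed with control (0, with 906 at an unadjusted p under 0.05, and 1568 with the block), and the block called 20. Without control day 2 replicate 1 the count was 8, and without control day 10 replicate 3 it was 1. With miR-125b 30 genes changed (18 higher, 12 lower at day 10), and with the block 547 (270 higher, 277 lower). That count ran from 4 (without day 2 replicate 2 or day 10 replicate 3) to 241 (without day 10 replicate 2). The difference between the arms was tested as an interaction, and no gene passed (0, with 920 at an unadjusted p under 0.05, and with the block 0 and 1609). The larger count with miR-125b is therefore not shown to differ from that with control.

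Of the 35 list tests, 17 had a camera adjusted p under 0.05. Of these, 9 held under fry and 6 under an estimated correlation, and the block gave 19 by adding the megakaryocyte (adjusted p 0.00920) and p53 target (0.0275) lists in the withdrawal interaction. The miR-125b target list, with 41 of its 52 genes tested, had a median log2 fold change of -0.13 at day 2 with 33 of 41 genes lower, and of -0.24 at day 10 with 28 lower. In the libraries labelled continued doxycycline its median was 0.0016 with 20 lower, and in those labelled withdrawal -0.17. The camera adjusted p-values were 1.7e-06, 1.7e-06, 0.767 and 6.3e-08, and the fry values 0.00379, 1.9e-04, 0.968 and 3.4e-04. The calls at day 2, at day 10 and after withdrawal also held with an estimated correlation. Adjusted over the list alone, 3, 17, 0 and 11 of its genes passed, all of them lower, against 0, 4, 0 and 2 adjusted over all genes tested. With the block the counts were 5, 21, 0 and 13 over the list alone, of which 5, 18, 0 and 11 were lower, and 0, 13, 0 and 7 over all genes. Besides Arid3a and Abtb1, the members named by rule were Lactb (-0.86 ± 0.18) and Tor2a (-0.65 ± 0.14) at day 10, with edgeR adjusted p-values of 0.0311 and 0.0348. Lactb and Tor2a each lost the call in 4 of the 6 fits without 1 library. In the interaction the list had a median of -0.15 (camera adjusted p 4.4e-09, fry 0.00463). In the fit with the block, 32 of 41 genes were more negative in the libraries labelled withdrawal. Without the block 1 gene passed in the interaction over the list alone, and 3 with the block. Leaving out single libraries kept each of the 4 calls of the list.

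**Figure D2:**
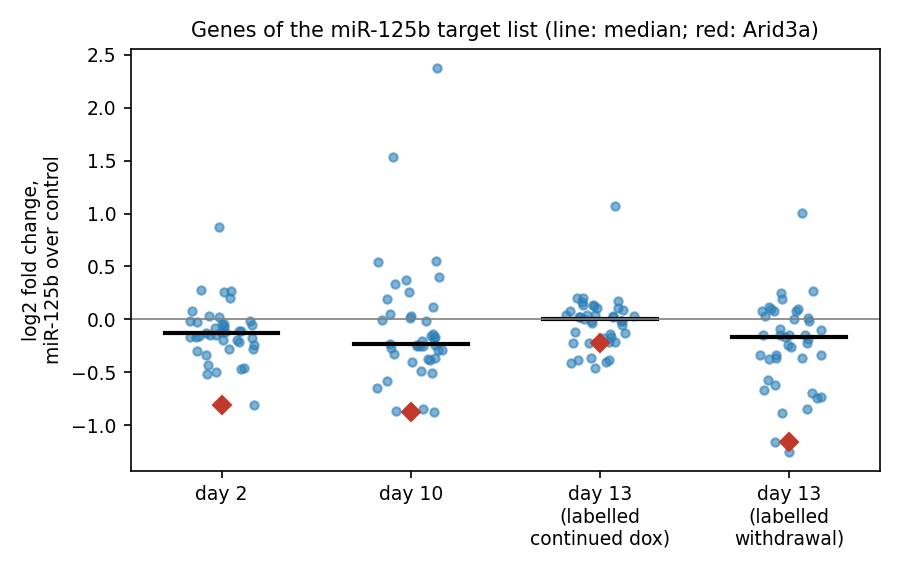
Log2 fold change of miR-125b over control (vertical axis) for each of the 41 tested genes of the miR-125b target list in the 4 comparisons, with the median as a line and Arid3a in red. The medians were -0.13, -0.24, 0.0016 and -0.17 from left to right.

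The granulocyte, macrophage and mast cell list (30 of 35 genes tested) was higher with miR-125b in all 4 comparisons. Its medians were 0.51, 0.61, 0.19 and 0.37, with camera adjusted p-values of 0.00123, 3.8e-04, 1.1e-08 and 2.2e-06. With 4 to 6 members at the floor placed at their bounds, the medians were 0.42, 0.61, 0.19 and 0.24. Under fry the call at day 2 was lost (0.140) and the others held (0.00991, 0.0182 and 0.00991), and an estimated correlation kept only the calls labelled day 13 and withdrawal. Single libraries moved the medians. At day 2 it was 0.21 without miR-125b replicate 3, and at day 10 it was 1.15 without control replicate 2. At day 13 it was -0.13 without control replicate 1 and 1.16 without control replicate 2, and after withdrawal 0.16 without control replicate 1 and 1.36 without control replicate 2. Adjusted over the list alone, 0, 5, 5 and 7 genes passed, against 0, 1, 0 and 1 adjusted over all genes tested. The block gave 0, 9, 7 and 9, against 0, 7, 2 and 4.

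The p53 target list (33 of 35 genes tested) was higher at day 2 (median 0.25, camera adjusted p 2.5e-05, fry 0.233) and at day 10 (0.54, 5.3e-09, fry 0.00991). The day 10 median was 0.27 without miR-125b replicate 3. Adjusted over the list alone, 1 gene passed at day 2 and 11 at day 10, against 0 and 5 adjusted over all genes tested, and with the block 1 and 20 against 0 and 13. Of the named members at day 10, Ak1 rose by 1.63 ± 0.30 (edgeR adjusted p 0.0188), Tnfrsf10b by 1.35 ± 0.29 (0.0343) and Phlda3 by 1.07 ± 0.24 (0.0443). Ak1 lost its call in 3 of the 6 fits without 1 library, and Tnfrsf10b and Phlda3 in 5 each. Without miR-125b replicate 3 the rise of Phlda3 was 0.69. Pltp had 0 to 1 counts in the control libraries and 13 to 47 with miR-125b, at least 9.77-fold higher. In the libraries labelled day 13 with continued doxycycline (-0.069) and withdrawal (0.043) the list was not called, and after withdrawal 2 genes passed over the list alone and 0 over all genes (3 and 2 with the block). The proliferation list (35 genes) was lower at day 10 (-0.056, camera adjusted p 0.0213, fry 0.364), a call lost in 3 of the 6 fits without 1 library, with adjusted p up to 0.200 without control replicate 1. It was higher in the libraries labelled day 13 (0.084, 6.3e-08, fry 0.154) and withdrawal (0.16, 1.6e-08, fry 0.0275). Those medians reached 0.15 without control day 13 replicate 1, and ranged from 0.11 to 0.21 after withdrawal. Ccne1 (above) and Ccne2 (-0.61 ± 0.14, edgeR adjusted p 0.0471) were its named members at day 10, and Ccne2 lost its call in 4 of the 6 fits without 1 library. Adjusted over the list alone, 3 members passed at day 10 and 0 after withdrawal, against 2 and 0 over all genes, and with the block 5 and 4 against 4 and 1.

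The megakaryocyte list (29 of 30 genes tested) was lower in the libraries labelled day 13 (median -0.27, camera adjusted p 0.0129) and withdrawal (-0.47, 4.9e-04), and neither held under fry (0.862 and 0.704). Without control day 13 replicate 2 the first median was 0.11, and without the same replicate of withdrawal the second was -0.12. Without miR-125b replicate 2 of the same sets the medians reached -0.75 and -0.87. The first call was lost in 3 of the 6 fits without 1 library (control replicates 2 and 3, and miR-125b replicate 1 with the highest adjusted p, 0.672, and a median of -0.079). The second was lost in 2 of 6 (control replicate 2, with an adjusted p of 0.429, and miR-125b replicate 1, with 0.113). Without the block Serpine2 was its only member called over all genes at day 10 (1.02 ± 0.22, edgeR adjusted p 0.0413), with 2 called over the list alone, and the block called 6 by either count. The call of Serpine2 was lost in 4 of the 6 fits without 1 library. After withdrawal no member was called (0), while the block called 19 over the list alone (18 lower) and 6 over all genes. At day 2 the block called 1 over the list alone. The erythroid list (27 of 30 genes tested) was lower after withdrawal (-0.38, 0.00316, fry 0.532) and in the interaction (-0.27, 0.0182, fry 0.862). The first median was -0.14 without control withdrawal replicate 1, and the second 0.015 without miR-125b day 13 replicate 3. The erythroid list lost its call after withdrawal in 1 of the 6 fits, without control withdrawal replicate 3 (camera adjusted p 0.293). Of its members 0 were called, and with the block 3 over the list alone and 3 over all genes at day 10, and 8 (7 lower) and 2 after withdrawal. The stem and progenitor list (22 of 30 genes tested) was not called in any of the 5 contrasts, with medians from -0.074 to 0.0099. None of its members was called (0), and with the block 8 over the list alone and 3 over all genes at day 10, and 1 by either count after withdrawal.

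Seed matches were examined in 2018 tested genes with a match and 9660 without. Their median log2 fold change differed by -0.075 at day 2, which ranked 6 of the 420 permuted words (one-sided permutation p = 0.0143, adjusted over 5 comparisons 0.0357). That shift ran from -0.10 without miR-125b replicate 1 to -0.043 without miR-125b replicate 3, with a permutation p of at most 0.0333. At day 10 the shift was -0.012 at rank 30 (permutation p = 0.0714, adjusted 0.0893), with 0.0012 without miR-125b replicate 1 and -0.028 without miR-125b replicate 2 (p = 0.0405). In the libraries labelled day 13 with continued doxycycline it was -0.0072 at rank 45 (permutation p = 0.107, adjusted 0.107), and its sign turned without control replicate 2 (0.0045) or control replicate 3 (0.0029). In those labelled withdrawal it was -0.073 at rank 3 (permutation p = 0.00714, adjusted 0.0357). The difference between the sets labelled withdrawal and continued was -0.055 at rank 12 (permutation p = 0.0286, adjusted 0.0476). With the 8-base site the ranks were 20 at day 2, 53 at day 10, 54 for continued, 20 for withdrawal and 40 for the difference, and none passed after adjustment over the 5 comparisons (permutation, adjusted p 0.119 at day 2 and for withdrawal, 0.129 for the others). The difference lost its call without control day 13 replicate 1 (-0.035) and control withdrawal replicate 2 (-0.045). Another alternative, chosen after the data had been seen, used only the 120 words without CG, since words with CG occur in few 3′ UTRs. Among them the seed match ranked 1 at day 2, at day 10, after withdrawal and for the difference (permutation p = 0.00833, the smallest possible, adjusted 0.0104) and 2 in the libraries labelled continued (p = 0.0167). The control comparison of withdrawal against continued doxycycline, in which no miR-125b construct was present, ranked 394 of 420 with a shift of 0.043, and 120 of the 120 words without CG. The same comparison with miR-125b had a shift of -0.013 at rank 18 of 420 (permutation p = 0.0429) and rank 1 without CG. The median over the other words was 0.028 in control and 0.0076 with miR-125b, so most of the shift in control was shared by the other words.

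**Figure D3:**
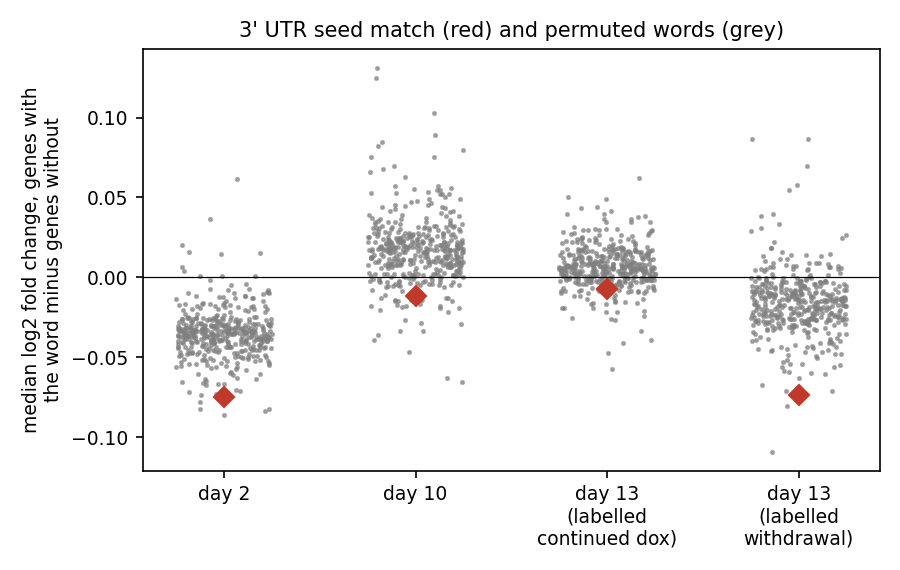
Median log2 fold change, miR-125b over control, of genes with a 7-base word in the 3′ UTR minus that of genes without it (vertical axis), for the seed match CTCAGGG in red and the other permutations of its bases in grey. The seed match ranked 6, 30, 45 and 3 of 420 from left to right.

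The genes called at day 10 were followed in the day 13 libraries, which did not select them. The 61 that rose had a median log2 fold change of 1.42 at day 10, of -0.027 in the libraries labelled continued doxycycline and of 0.37 in those labelled withdrawal. The 56 that fell had medians of -0.55, 0.084 and -0.089. In the interaction the medians were 0.37 and -0.15, with 57 of 61 and 52 of 56 genes further in the day 10 direction in the libraries labelled withdrawal. The fry adjusted p was 0.0313 for both over these 2 tests, and 0.0501 for both over all 8 fry tests of these sets. With the replicate block, which selects 636 and 522 genes, the medians were 0.24 and -0.099 with a fry adjusted p of 0.164 for both, so neither passed. Genes are not independent replicates, and these shares describe the sets. Leaving out 1 library moved the medians to between 0.21 and 0.65 (without miR-125b day 10 replicates 2 and 1) and between -0.41 and -0.084 (the same replicates, 1 and 2).

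**Figure D4:**
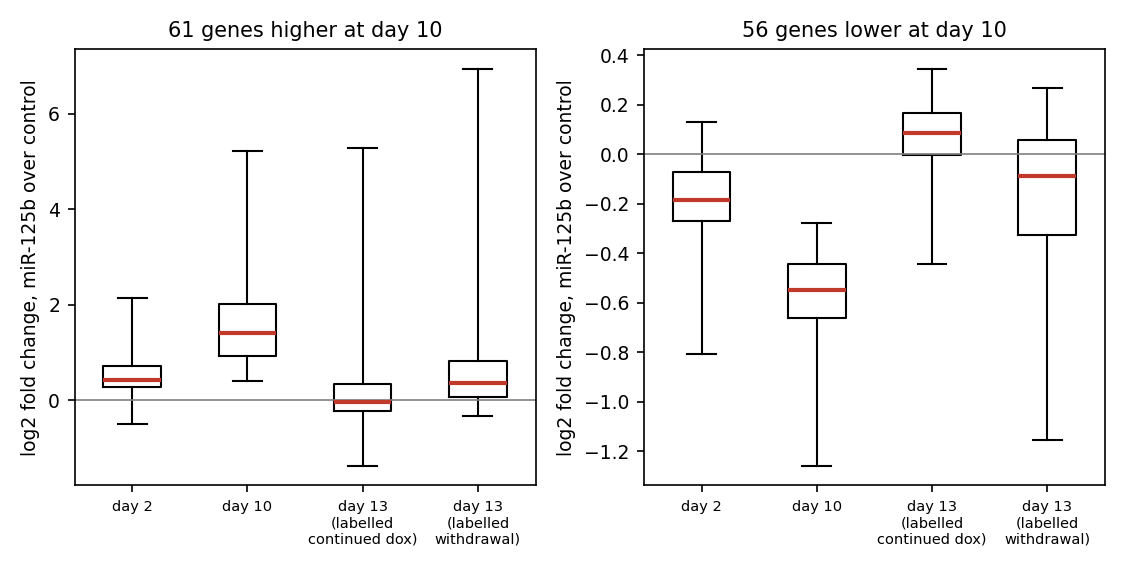
Log2 fold change of miR-125b over control (vertical axis) in the 4 comparisons for the 61 genes that were higher (left) and the 56 that were lower (right) at day 10, as boxes for the quartiles with the median in red and whiskers to the lowest and highest gene. The medians at day 13 were -0.027 and 0.37 on the left and 0.084 and -0.089 on the right, for the labels continued and withdrawal.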

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

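The test of the granulocyte list against the explanation that libraries were controls was chosen after the results were seen. So were the ranking among words without CG and the erythroid test without single libraries. The tests of the target list within each arm and without single libraries were also chosen then. For the difference of the seed match shift, the longer site and the fits without single libraries were likewise added after the results were seen. The other tests of this part were chosen before.

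In 5 results the miR-125b effect differed between the day 13 libraries labelled withdrawal and those labelled continued doxycycline, by a test of the difference itself. The miR-125b target list moved by a median of -0.15 (camera adjusted p 4.4e-09, fry 0.00463). The seed match shift moved by -0.055 (rank 12 of 420, one-sided permutation p = 0.0286), a call lost with the 8-base site (rank 40, permutation p = 0.0952). The genes that rose at day 10 moved by a median of 0.37, and those that fell by -0.15. Their fry adjusted p was 0.0313 for both over the 2 tests but 0.0501 over all 8 tests of these sets, and with the replicate block neither passed (0.164 for both). The erythroid list moved by -0.27 (camera adjusted p 0.0182, fry 0.862). For the first 4 the direction is opposite to what the labels would give if the construct acts only under doxycycline. The target list was called in the libraries labelled withdrawal and not in those labelled continued. The same held for the genes that rose at day 10 (fry adjusted p 0.00884 and 0.755 over 8 tests), though not with the block (0.115 after withdrawal). The seed match shift was called after withdrawal and at day 2 but not at day 10 (rank 30 of 420), and the genes that fell at day 10 were not called in either set of day 13 libraries (fry adjusted p 0.102 after withdrawal and 0.187 for continued, over 8 tests).

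For the targets, several technical explanations were argued against by the tables. With all libraries thinned to 14694900 counts the difference of the seed match shift was -0.053 at rank 8 of 420, so depth is not the whole cause. After removal of GC content and transcript length trends it was smaller, at -0.026 and rank 14 of 420 without the block and -0.029 and rank 5 with it. These trends therefore account for about as much of its size as remained, but not for its place at the low end. The main rank of 12 had an adjusted p of 0.0476, close to the threshold. Whether the call was kept at rank 14, adjusted over the 5 comparisons, was not tested. The target list kept its direction and its call in all 12 fits without 1 library (camera adjusted p at most 2.7e-06), which argues against 1 deviating library as its source. For the seed match shift this stays open. Its difference lost its call without control day 13 replicate 1 (-0.035) and without control withdrawal replicate 2 (-0.045). Of the separate shifts, the lowest permutation p for continued was 0.0643 over the 6 fits without 1 library, and the highest for withdrawal was 0.0238. The 10 most abundant genes took 4.58% to 6.80% of the counts of every library, and their share was not tested separately.

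An exchange of the labels continued and withdrawal among the miR-125b libraries of day 13 is a candidate explanation. It needs the seed match shift at the low end in the libraries labelled withdrawal, as at days 2 and 10. In the others the shift should be weaker, and the observed difference of -0.055 has that direction. This difference is itself among the results to be explained, so it cannot tell an exchange from other explanations. The match was incomplete, since the day 10 shift ranked only 30 of 420. Between withdrawal and continued the shift was -0.013 with miR-125b (rank 18 of 420) and 0.043 with control, where the median over the other words was 0.0076 and 0.028. The larger of these shifts was thus in control, where no miR-125b construct was present. Most of the control shift was shared by the other words. Even so, the seed match ranked 394 of 420 there, and 120 of the 120 words without CG. An exchange within the miR-125b arm would not explain the control shift. That part of the difference of -0.055 therefore does not speak for an exchange. The median of the target list between the same sets was -0.095 with miR-125b (31 of 41 genes lower, over 2 tests camera adjusted p 7.5e-11 and fry 6.0e-04). With control it was 0.050 (16 of 41 lower), called by camera (adjusted p 0.0373, and 0.0551 with the block) and not by fry (0.162). Among the 120 words without CG the shift ranked 1 at days 2 and 10 and after withdrawal, and it still ranked 2 in the libraries labelled continued, which may mean that a weak effect remained there. No library was relabelled.

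The libraries labelled miR-125b with continued doxycycline being control libraries was also tested. The test chosen beforehand came out on the side of that explanation, since the genes that rose at day 10 had a median of -0.027 there. Against it, the granulocyte, macrophage and mast cell list was higher in these libraries than in controls (fry adjusted p 0.0182), and Mpo had 566 reads summed over the 3 libraries against 14 in control. The list's median turned to -0.13 without control day 13 replicate 1, so this argument is weaker than its p. A mixture of cells with and without an active construct stays open.

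Loss of construct expression under continued doxycycline, with the microRNA persisting after withdrawal, predicts differing reads of the microRNA. The 2 miR-125b genes had 0 reads over all libraries, so the microRNA itself could not be followed. This biological explanation and an exchange of labels cannot be told apart. A response to withdrawal itself that needs the miR-125b construct was not tested and also stays open.

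The erythroid difference depended on single libraries in fits without the block, which may explain it. Those fits also unbalance the replicate numbers, so they cannot tell 1 deviating library from the pairing. With the block and all libraries the list kept its call (camera adjusted p 0.0166). Its call was lost in 5 of the 12 fits without 1 library. Without miR-125b day 13 replicate 3 the median was 0.015, the highest of them, and without control day 13 replicate 2 it was -0.048 with the highest camera adjusted p, 0.757. It was also lost without control withdrawal replicates 1 (-0.18) and 3 (-0.0064) and miR-125b withdrawal replicate 2 (-0.21). Its members Hba-a1 and Hba-a2 have near-identical sequences, so their reads may be divided wrongly, and no biological explanation was tested.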

How the results depend on the processing

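Outside the fits that left out 1 library, results that answer a comparison were recomputed under 146 alternatives, of which 109 kept the direction and the side of the threshold, or a count within 1.5 times. For single genes and lists there were 239, of which 191 kept both and 48 kept the direction but lost the call, with 0 reversed. Normalization with DESeq2 size factors changed none of the comparisons. For each change below the cause was not tested unless stated.

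The replicate block gave 1158 genes for miR-125b against control at day 10 (117 without it), 2 in the libraries labelled day 13 (0), 249 in those labelled withdrawal (16), 7 between the miR-125b groups of day 13 (0), 1 between the control groups (0), 20 for control over time (0) and 547 for miR-125b over time (30). The block lowered the common dispersion from 0.0591 to 0.0169, which gives its tests a smaller error. With the block the median changes of the day 10 sets in the interaction were 0.24 and -0.099, and neither passed. It changed no other call among the comparisons, while among the list tests it added 2. Of the named genes it also called Abtb1 at day 10 (edgeR adjusted p 0.0274). After withdrawal it also called Lactb, Tor2a and Pltp (0.00562, 0.0114 and 0.0145).

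DESeq2 gave 2 genes at day 2, 569 at day 10, 3 and 88 in the libraries labelled day 13 and withdrawal, 3 and 8 for withdrawal in the miR-125b and control arms, and 53 and 304 for time in the control and miR-125b arms. It shared 112 of the 117 genes at day 10, all 16 after withdrawal and all 30 for time with miR-125b. It called Arid3a at day 2 (-0.81, adjusted p 0.0323). Over all alternatives without the removal of a library, no other one called Arid3a at day 2.

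A fit to only the groups of a comparison gave 0 genes at day 10, 0 after withdrawal and 4 for time with miR-125b, and lost the Arid3a calls at day 10 (-0.88, adjusted p 0.294) and after withdrawal (-1.16, adjusted p 0.323). By construction it has fewer samples to estimate the spread, so the calls at day 10 and after withdrawal rest on the spread shared by 24 libraries. Without a filter on low counts the counts were 65 at day 10, 10 after withdrawal, 1 for control over time and 18 for miR-125b over time, and the day 10 seed match shift was 0. The newer quasi-likelihood estimate, chosen after seeing the data, gave 2 genes in the libraries labelled day 13, 31 in those labelled withdrawal and 66 for miR-125b over time. Of the list tests, fry called 9 and camera with an estimated correlation 6, against 17. With the 8-base site the difference of the seed match shift between the day 13 sets was -0.055 and lost its call. With a fold change minimum the fallen day 10 set held 3 genes with a median of -0.52 and did not pass. Ranking among words without CG, also chosen after seeing the data, took the seed match shifts of day 10 (-0.012) and of the libraries labelled day 13 (-0.0072) past the threshold.

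Across the fits that each left out 1 library, the count ran from 1 to 799 genes at day 10 (lowest without control replicate 1 or 3, highest without miR-125b replicate 2), from 5 to 15 after withdrawal, from 0 to 8 for control over time (highest without day 2 replicate 1) and from 4 to 241 for miR-125b over time (highest without day 10 replicate 2). None of these fits used the replicate block, so they also unbalance the replicate numbers between groups. Arid3a at day 10 ran from -0.97 to -0.72 and lost its call in 4 of 6 fits. The seed match shift ran from -0.028 to 0.0012 at day 10 and from -0.024 to 0.0045 in the libraries labelled day 13, where it also turned to 0.0029 without control replicate 3. Its difference between the day 13 sets, whose alternatives were added after seeing the data, ran from -0.068 to -0.033 and lost its call without control day 13 replicate 1 (-0.035) and control withdrawal replicate 2 (-0.045). The risen day 10 set ran from 0.21 to 0.65 and lost its call in 7 of 15 fits, and the fallen set from -0.41 to -0.084 with 5 of 15 lost. The number of list calls ran from 16 to 20. Gata1, not called in any comparison, ran from -0.20 to 0.033 at day 2 and from -0.33 to 0.14 at day 10, and turned without control replicate 2. At day 13 with continued doxycycline it ran from -0.47 to 0.12, and turned without miR-125b replicate 1 (0.0016) and control replicate 2 (0.12). Of the lists at day 13, the megakaryocyte median ran from -0.75 to 0.11 and turned without control replicate 2, and the granulocyte median ran from -0.13 to 1.16 and turned without control replicate 1. The erythroid median of the interaction ran from -0.49 to 0.015 and turned without miR-125b day 13 replicate 3.

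Depth limits the statements on the microRNA genes and on list members with 3 or fewer counts in a group, for which only bounds can be given. After thinning all libraries to 14694900 counts, 105 genes were called at day 10 and 14 after withdrawal.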

Other observations

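The tests of mature granulocyte reads, of Xist and of seed matches among called genes were chosen after the results were seen, and the other tests of this part before.

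The libraries were regrouped to see how often other splits gave as many genes. For miR-125b against control at day 10, in the libraries labelled withdrawal and for miR-125b over time, 1 of the 10 splits of the 6 libraries gave as many genes, which was the real one. The most that any other split gave was 0, 0 and 4 genes. With 10 splits the share cannot fall under 0.1, so these counts leave chance open. Of the 10 splits 4 part all 3 replicate pairs. With the block the other 3 of them gave at most 0 genes at day 10 (real 1158), 22 after withdrawal (real 249) and 1 over time (real 547). By the number of genes with an unadjusted p under 0.05, 5 of the 10 splits did as well as the real one after withdrawal, with up to 2204 genes against 1147 (2100 for the real split with the block), and 1 of 10 at day 10. For the other 5 comparisons of a pair of groups, which called 0 genes, 10 of the 10 splits gave as many. A count of 0 fixes that outcome, so it says nothing about chance. With the block the real splits gave 0 genes at day 2, 2 for continued doxycycline at day 13 and 20 for control over time. For withdrawal they gave 7 with miR-125b and 1 with control. The other splits that part all 3 pairs gave at most 0 in each. By unadjusted p under 0.05, 2, 6, 2, 5 and 7 of the 10 splits did as well, in the same order. For the interactions with withdrawal and with time, 40 of 40 splits drawn from 200 gave as many as their 0 genes, which is fixed in the same way.

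Libraries with the same replicate number deviated together from their groups. Different shares of male and female cells were tested as the whole cause. On autosomal genes alone the lowest correlation between same-numbered libraries was still 0.148, which argues against it. After thinning to 1 total the lowest was 0.155, which argues against depth. A shared litter or culture batch may be the source and was not tested, since no label names it.

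Xist fell from day 2 to day 13 in replicate 1 of both arms, to a ratio of 0.0817 with miR-125b and 0.0643 with control in the libraries labelled continued. A falling share of female cells may explain it and would raise genes of chromosome Y. The summed CPM of Ddx3y, Kdm5d, Eif2s3y and Uty rose to 1.17 and 1.60 times its day 2 value. With all 8 tested chromosome Y genes, the first set examined, the ratios were 0.965 and 1.12, so the test depends on the genes chosen and leaves the explanation open. In replicate 2 these 4 genes had 27 to 50 CPM in the miR-125b libraries. In control they had 29.8 CPM at day 2 but 3.54 at day 10, 2.51 at day 13 and 3.68 after withdrawal. The library labelled miR-125b day 13 replicate 2 had 35.8 CPM, near the other miR-125b libraries of that number. No biological explanation was tested for these patterns.

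Granulocyte, macrophage and mast cell genes were higher with miR-125b. Admixed mature granulocytes would bring S100a8, S100a9, Ltf, Ngp and Camp together. At day 10 these 5 genes had 16 reads over the miR-125b libraries and 24 over control, while Mpo had 930 against 30, Mcpt8 260 against 21 and Prss34 475 against 30. That argues against mature granulocytes as the source at day 10, and depth is argued against by the list's fry adjusted p of 0.0140 after thinning. At day 13 the 5 genes had 139 reads over the 6 miR-125b libraries and 8 over control, and Mpo 1620 against 23. A small share of mature granulocytes and a larger share of immature myeloid or basophil-like cells may both contribute there and cannot be told apart, since the 5 genes rose but stayed far below Mpo. Other list members were abundant in control libraries too, among them Cpa3 at day 10 with 110 ± 106 CPM in control and 64.5 ± 68.6 with miR-125b (SD, n = 3). A change of expression within the studied cells caused by miR-125b stays open.

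Among genes that fell and have an annotated 3′ UTR, the seed match was present in 21 of 56 at day 10 and in 8 of 10 in the libraries labelled withdrawal, against 17.3% of the 11678 genes with a 3′ UTR (Fisher's exact test, two-sided, p = 2.7e-04 and 2.5e-05, adjusted over 10 tests 8.9e-04 and 1.3e-04). Of the genes that rose it was present in 7 of 57 and 0 of 6, and with the block in 98 of 573 and 13 of 100. With the block the shares were 111 of 502 and 54 of 142 (adjusted p 0.00900 and 3.5e-08). With each word set against its own frequency in the tested genes, none of the other permuted words, 420 in all with the seed match, had as low a one-sided Fisher's exact p for enrichment in the fallen genes, at day 10 or after withdrawal, with or without the block. Of the 7 genes that the block called between the miR-125b groups of day 13, all 4 lower genes carried the match, as did 2 of the 3 higher ones. For Abtb1, among the lower genes, the match has the limit given above. Genes within a set are not independent replicates.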
